# Single-cell RNA sequencing uncovers heterogenous transcriptional signatures in macrophages during efferocytosis

**DOI:** 10.1038/s41598-020-70353-y

**Published:** 2020-08-31

**Authors:** Connor Lantz, Behram Radmanesh, Esther Liu, Edward B. Thorp, Jennie Lin

**Keywords:** Cell death and immune response, Innate immunity

## Abstract

Efferocytosis triggers cellular reprogramming, including the induction of mRNA transcripts which encode anti-inflammatory cytokines that promote inflammation resolution. Our current understanding of this transcriptional response is largely informed from analysis of bulk phagocyte populations; however, this precludes the resolution of heterogeneity between individual macrophages and macrophage subsets. Moreover, phagocytes may contain so called “passenger” transcripts that originate from engulfed apoptotic bodies, thus obscuring the true transcriptional reprogramming of the phagocyte. To define the transcriptional diversity during efferocytosis, we utilized single-cell mRNA sequencing after co-cultivating macrophages with apoptotic cells. Importantly, transcriptomic analyses were performed after validating the disappearance of apoptotic cell-derived RNA sequences. Our findings reveal new heterogeneity of the efferocytic response at a single-cell resolution, particularly evident between F4/80^+^ MHCII^LO^ and F4/80^−^ MHCII^HI^ macrophage sub-populations. After exposure to apoptotic cells, the F4/80^+^ MHCII^LO^ subset significantly induced pathways associated with tissue and cellular homeostasis, while the F4/80^−^ MHCII^HI^ subset downregulated these putative signaling axes. Ablation of a canonical efferocytosis receptor, MerTK, blunted efferocytic signatures and led to the escalation of cell death-associated transcriptional signatures in F4/80^+^ MHCII^LO^ macrophages. Taken together, our results newly elucidate the heterogenous transcriptional response of single-cell peritoneal macrophages after exposure to apoptotic cells.

## Introduction

The clearance of apoptotic cells, termed efferocytosis^1^, is executed billions of times each day by a diverse spectrum of macrophage (MΦ) subsets in humans^2^. This process induces an active mRNA transcriptional response within the phagocyte that is necessary to maintain tissue homeostasis and a nonphlogistic milieu^3,4^. Additionally, efferocytosis within an injured tissue promotes the secretion of anti-inflammatory cytokines^5^ and pro-resolving mediators^6^ contributing to protective responses during tissue repair^7^. However, impaired efferocytosis contributes to failed inflammation resolution and therefore is a significant feature of chronic inflammation diseases^8^*.* For instance, in advanced atherosclerosis defective efferocytosis induces plaque necrosis and inflammation leading to subsequent plaque disruption and thrombosis^9,10^.

Genetic fate-mapping combined with parabiosis and adoptive transfer approaches have revealed that macrophage diversity may originate from two broad ontogenetic categories^11,12^. This includes (1) embryonic precursors that differentiate into self-renewing tissue-resident macrophages and (2) bone marrow-derived haematopoietic stem cells (HSCs) that differentiate into blood monocytes^11^. Specifically within the peritoneum, Cd11b^+^ F4/80^+^ large peritoneal macrophages (LPMs) appear to be embryonically-derived, while Cd11c^+^ MHCII^+^ small peritoneal macrophages (SPMs) are sourced from adult blood monocytes^13,14^. Cd11b^+^ F4/80^+^ LPMs are dependent on the transcription factor GATA-binding factor 6 (GATA6) for homeostatic cellular maintenance^15^, while Cd11c^+^ MHCII^+^ SPMs require IRF4 for differentiation from monocytic precursors highlighting disparities among peritoneal macrophage subsets^13^. Moreover, these distinct populations rely on disparate molecular mediators to conduct and respond to efferocytosis^16^. Consequently, these MΦ populations would display heterogeneous transcriptional signatures that could not be assigned to phagocyte subpopulations after quantitative PCR or bulk sequencing of mixed macrophage cultures. Indeed the transcriptomics of bulk macrophages during efferocytosis has been characterized in detail^4,17^. Such analyses have defined conserved activation profiles including mobilization of the cytoskeletal network and transcriptional induction of target mRNAs by nuclear receptors, such as Liver X Receptor (LXR)^18^. Yet, our appreciation of how distinct phagocyte subpopulations may uniquely reprogram in response to apoptotic cells has not yet been resolved at the single cell level.

Herein, we describe the transcriptomic signature of primary single cells during efferocytosis and after exposure to apoptotic cells. To control for apoptotic cell-derived transcripts^19^, primary macrophages were co-cultivated with apoptotic cells of a separate species. With this experimental design, we are able to discriminate mRNAs derived from the phagocyte versus mRNAs derived from apoptotic cells. In addition, apoptotic cells that expressed a transgenic reporter gene were utilized as a supplemental reporter to track apoptotic cell catabolism. Thus, our results newly elucidate the heterogenous transcriptional response of single-cell peritoneal macrophages, after exposure to apoptotic cells. These data and analyses will be useful for future investigations that seek to determine the unique functional roles of phagocyte subsets during efferocytosis and after exposure to apoptotic cells.

## Results

### Single-cell mRNA sequencing reveals distinct resident peritoneal macrophages at steady state

To first define resident peritoneal immune cell heterogeneity, we isolated cells from adult C57BL/6J mice after peritoneal lavage and performed single-cell mRNA sequencing (scRNA-seq) on 1,430 individual cells using the 10 × Genomics platform. We employed uniform manifold approximation and projection (UMAP) dimensionality reduction analysis combined with unbiased cell type recognition using the Immgen^20^ open-source reference database to identify populations consisting of murine MΦs, B and T lymphocytes, and dendritic cells (DCs) (Fig. 1A, Supplemental Fig. S1). Higher resolution clustering using UMAP dimensionality reduction identified 4 discrete MΦ subsets and 1 DC population (Fig. 1B,C). As introduced earlier, both traditional LPMs (Cd11b^+^F4/80^+^) and SPMs (Cd11c^+^ MHCII^+^) are represented in the dataset. Specifically, cluster 1, 2, and 3 are enriched for *Itgam* (Cd11b) and *Adgre1* (F4/80) expression, while cluster 4 is enriched for *Itgax* (Cd11c), *Ccr2* (CCR2)*,* and *H2-Ab1* (MHCII) expression (Fig. 1D). Additionally, efferocytic receptors *Mertk* and *Timd4* along with *Klf2*, a transcription factor that controls the expression of many components of the AC clearance program^21^, are enriched in cluster 1, 2, and 3 (Fig. 1D). Further characterization of each cluster revealed distinct expression of macrophage differentiation mediators. Cluster 1 (termed F4/80^+^ MHCII^LO^ MΦs) expressed genes such as *Gata6* and *Klf2* (Fig. 1E). Cluster 2 (termed F4/80^+^ MHCII^INT^ MΦs) had higher *Anxa5, Cd36,* and *Actb* expression. Cluster 3 (termed F4/80^+^ IL1β^+^ MΦs) was enriched in many inflammation-stimulated genes such as *Il1b*, *Il6,* and *Tnf* (Fig. 1E). Lastly, cluster 4 (termed F4/80^−^MHCII^HI^ MΦs) expressed components of the MHCII complex such as *Cd74* and *H2-Ab1* while also expressing *Irf4*, a critical transcription factor for monocyte-derived peritoneal MΦ development^13^ (Fig. 1D,E).

**Figure 1:**
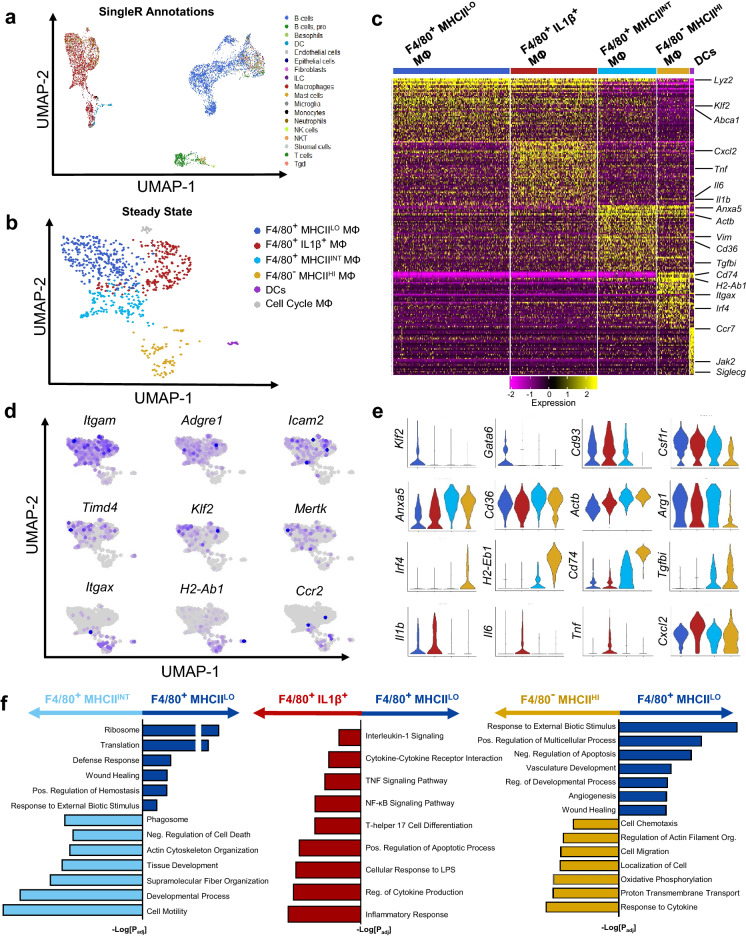
Single-Cell RNA Sequencing reveals distinct resident peritoneal macrophages at steady state. Resident peritoneal macrophages were isolated from C57BL/6 J mice (n = 3) after lavage. Transcriptomic analysis was performed on 1,430 individual cells using the 10 × Genomics platform. (**a**) Unbiased assignment of peritoneal immune cell identity using SingleR and Immgen’s reference database. (**b**) High-Resolution UMAP dimensional reduction of macrophage and dendritic cell (DC) partitioned into 5 distinct clusters. (**c**) Heatmap displaying the top 50 most upregulated gene in each cluster defined in (b). (**d**) Gene expression patterns representing single-cell gene expression of canonical peritoneal macrophage markers. (**e**) Violin plots of cluster-defining genes revealing distinct expression of macrophage differentiation mediators and inflammatory genes. (**f**) Differentially expressed genes in the F4/80^+^ MHCII^LO^ cluster were compared to the F4/80^+^ MHCII^INT^ cluster, the F4/80^−^ IL1β^+^ cluster and the F4/80^−^ MHCII^HI^ cluster using gProfiler. Pathway enrichment is expressed as the –log[p.value] adjusted for multiple comparisons.

We next performed pathway analysis by directly comparing differentially expressed genes between the F4/80^+^ MHCII^LO^ MΦs to other clusters individually. Compared to F4/80^+^ MHCII^LO^ MΦs, F4/80^+^ MHCII^INT^ MΦs were enriched for pathways associated with efferocytosis such as phagosome, actin cytoskeleton organization, and regulation of cell death (Fig. 1F). In contrast, F4/80^+^ IL1β^+^ MΦs were enriched in inflammatory networks such as response to lipopolysaccharide, NF-κB signaling pathway, and TNF signaling pathway. Separately, F4/80^−^ MHCII^HI^ MΦs exhibited upregulated pathways associated with cellular locomotion and chemotaxis, as well as oxidative phosphorylation and electron transport chain pathways (Fig. 1F). Thus at steady state, we newly define 4 resident macrophage populations derived from contrasting ontogenies that perform distinct immune functions within the peritoneum.

### Internalized apoptotic RNA dissipates after 6 h

To ascertain the degree of transcriptional heterogeneity of the efferocytic response, we employed a strategy whereby murine peritoneal MΦs were co-cultivated with human Jurkat T cells expressing the GFP transgene under the native Survivin promoter (Fig. 2A). The difference in species between the two cell types was chosen in order to track human-specific transcripts, such as *APOL1*, that would mark “passenger” transcripts from the apoptotic cell and therefore permit us to catalog specifically the macrophage transcriptional response. The GFP transgene, which is not naturally expressed in either the mouse or human genome, provided an additional reporter of the apoptotic cell transcriptome. Moreover, the GFP fluorescence also served as a reporter to confirm apoptotic cell engulfment (Supplementary Fig. S2). As depicted in Fig. 2B, the percent total aligned reads uniquely mapping to the human genome (hg38) within peritoneal immune cells increased 2 h after co-cultivation of human apoptotic cells, with a commensurate decrease in the percentage of aligned reads mapping to the mouse genome (mm10). These reads represent the captured and analyzed portion of the transcriptome during acute exposure to apoptotic cells. Unaligned reads, which can indicate the fraction of a library with lower quality sequencing or increased RNA degradation^22^, were then separately mapped to hg38. After 2-h of co-culture, the percent of initially unaligned reads were enriched for sequences uniquely mapping to hg38 (66.1%). This unaligned portion of the library is typically excluded from standard transcriptomic analyses of gene expression. We next mapped this same bin of unaligned reads to *GFP* and *APOL1* sequences in order to assess apoptotic transcripts in the phagocyte that would not have overlapping reads aligning to mm10. The number of raw reads aligning to these sequences was highest (113 raw counts) after 2-h of co-culture (Fig. 2B). According to our defined parameters (as detailed in “Methods”), macrophages without *GFP or APOL1* reads were defined to have reached a stage of efferocytosis in which apoptotic cell mRNAs would likely be degraded. It was at this time point at 6 h that we focused the majority of our transcriptional analysis.

**Figure 2:**
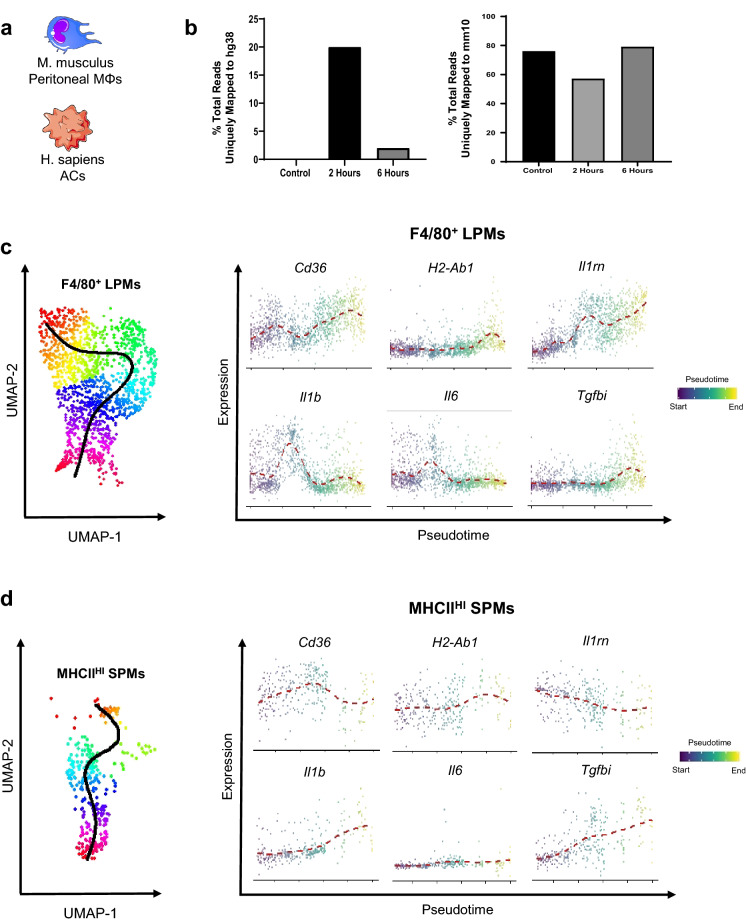
Single-cell pseudotime trajectories reveal dynamic fluctuations of distinct gene expression between F4/80^+^ LPMs and MHCII^HI^ SPMs. (**a**) Resident macrophages (n = 3 per condition) were cultivated with early apoptotic cells (ACs). Non-engulfed cells were removed from adherent phagocytes and transcriptional analysis was performed on 1,800 individual macrophages using the 10 × Genomics pipeline. The figure was produced, in part, by using Servier Medical Art https://smart.servier.com/. (**b**) Quantification of human (hg38) and murine (mm10) aligned reads. (**c**) Slingshot pseudotime trajectory of F4/80^+^ LPMs and log-fold expression of select genes throughout pseudotime trajectory. Cells are colored by pseudotime. (**d**) MHCII^HI^ SPMs throughout engulfment shown on UMAP and log-fold expression of select genes throughout pseudotime trajectory. Cells are colored by pseudotime.

### Single-cell trajectories reveal distinct transcriptional responses between F4/80^+^ and MHCII^HI^ macrophages after efferocytosis

With our inference that each cell represented in our analysis was at a unique stage of efferocytosis, we performed a pseudotemporal reconstruction using Slingshot, a tool that infers global lineage structures and pseudotime variables for each cell along a lineage^23^. Two distinct trajectories were observed which corresponded to unique transcriptional changes in our F4/80^+^ LPMs and MHCII^HI^ SPMs (Fig. 2C,D). Gene expression was subsequently plotted as a function of pseudotime to track changes across separate MΦ efferocytic states (Fig. 2C,D). While expression of genes such as *Cd36* and *H2-Ab1* increased as a function of pseudotime in both MΦ subsets, expression of *Il1b* and *Tgfbi* was unique between LPMs and SPMs. In LPMs, *Il1b* expression is greatly decreased as a function of pseudotime, but in SPMs, *Il1b* expression increases marginally as a function of pseudotime. Furthermore, expression of *Il1rn*, a potent antagonist of the IL1 receptor, was greatly increased in LPMs but decreased in SPMs during efferocytosis (Fig. 2D). These results reveal divergent transcriptional programming of MΦ subpopulations after exposure to apoptotic cells modeled using pseudotime trajectory analyses.

While visualizing gene expression as a function of pseudotime provides insights into how single cell gene expression matures temporally, determining differentially expressed genes remains a statistically difficult challenge^24^. Therefore, we leveraged our physically separated co-culture time points (Fig. 3A,B) to determine differentially expressed genes before and after apoptotic cell exposure. After 6 h of apoptotic cell co-cultivation, F4/80^−^ MHCII^HI^ SPMs are enriched while F4/80^+^ MHCII^LO^ MΦs and F4/80^+^ IL1β^+^ MΦs represent a smaller percentage of the captured MΦ population (Fig. 3B). Genes which had distinct expression among MΦ subsets as a function of pseudotime were confirmed to have similar expressional changes after comparison with data from separate co-culture timepoints (Fig. 3C). Pathway analysis of differentially expressed genes in each MΦ subset before and 6 h after co-culture with apoptotic cells revealed distinct global transcriptional changes after efferocytosis (Fig. 3D,E). Overall, LPMs were enriched for homeostatic and developmental pathways such as tissue development, regulation of development, and cellular homeostasis (Fig. 3D). SPMs, however, uniquely downregulated inflammatory pathways such as response to LPS and positive regulation of NF-κB signaling (Fig. 3E), relative to non-treated MΦs. Interestingly, SPMs also enriched transcription of genes associated with cell proliferation (Fig. 3E), suggesting the increase in SPMs in Fig. 3B may be due to induced cell proliferation. Lastly, to investigate acute transcriptional changes of efferocytosis, gene set enrichment analyses were also performed after 2 h of co-cultivation with ACs. While F4/80^+^ LPMs significantly increased expression of genes for oxidative phosphorylation (Supplemental Fig. S2), MHCII^HI^ SPMs, conversely, significantly reduced expression of genes for oxidative phosphorylation (Supplemental Fig. S2).

**Figure 3:**
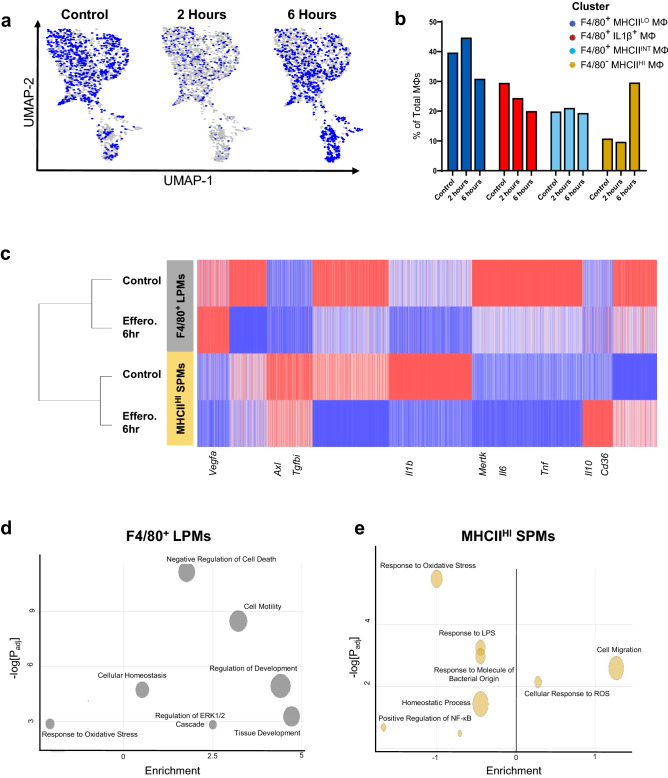
Discrete time points after exposure to apoptotic cells elucidate distinct transcriptional programming among F4/80^+^ LPMs and MHCII^HI^ SPMs. (**a**) UMAP dimension reduction plot of macrophages after co-cultivation of ACs for 2 or 6 h. (**b**) Representative proportion of macrophage clusters in –ACs (Control), + ACs (2 h) or + ACs (6 h) conditions. (**c**) Heatmap of genes clustered using K means clustering (k = 8). Hierarchal clustering was performed using one minus Pearson correlation using Phantasus. (**d**) Gene ontology of differentially expressed genes in F4/80^+^ LPMs and (e) MHCII^HI^ SPMs clusters between –ACs (Control) or + ACs (6 h) conditions was performed using gProfiler. Enrichment is calculated by GOplot and expressed as Z score.

### MerTK-deficiency uniquely reprograms F4/80^+^ macrophages versus MHCII^HI^ macrophages

To validate that our approach was reporting on consequences of efferocytosis, we incorporated a well characterized efferocytosis receptor knockout, *Mertk*^−/−^^25^. At steady-state, there were no discernible differences of macrophage cluster representation between *Mertk*^+/+^ and *Mertk*^−/−^ peritoneal macrophages (Fig. 4A, Supplemental Fig. S3), consistent with MerTK not being required for the emergence of these cellular populations. However, there were distinct differences in cytokine and MHC allele expression, particularly in the F4/80^+^ LPMs. Specifically, *Mertk*^−/−^ LPMs adopted a pro-inflammatory phenotype compared to *Mertk*^+/+^ LPMs, at steady state (Fig. 4B, Supplemental Fig. S3). This shift in phenotype manifested with an increase in basal expression of inflammatory cytokines *Il1b* and *Il6* and a reduction in anti-inflammatory cytokines such as *Tgfbi* (Fig. 4B). Furthermore, inflammatory pathways were enriched in *Mertk*^−/−^ LPMs, suggesting a heightened basal inflammatory state of these macrophages compared to *Mertk*^+/+^ LPMs (Supplemental Fig. S3). We next performed scRNA-seq analysis on *Mertk*^*−/−*^ peritoneal macrophages co-cultured with ACs for 2 or 6 h. We observed a significant decrease in numbers of F4/80^+^ MHCII^LO^ MΦs but not in F4/80^−^ MHCII^HI^ MΦs 6-h post efferocytosis (Fig. 4C). Additionally, efferocytosis is initially impaired in F4/80^+^ LPMs in *Mertk*^−/−^ mice compared to *Mertk*^+/+^ LPMs (Fig. 4D). Differentially expressed genes of LPMs were determined for each genotype after 6 h of co-culture. Similar and unique differentially expressed genes were identified for *Mertk*^+*/*+^ and *Mertk*^*−/−*^ LPMs (Fig. 4E), indicating distinct transcriptional programming contingent on *Mertk* expression. Gene pathway enrichment analysis of differentially expressed genes unique to each genotype was completed using Gene Ontology (GO) biological processes. *Mertk*^+*/*+^ LPMs upregulated pathways for homeostatic and oxidative phosphorylation pathways, while *Mertk*^*−/−*^ LPMs uniquely increased cell death and apoptosis pathways (Fig. 4F).

**Figure 4:**
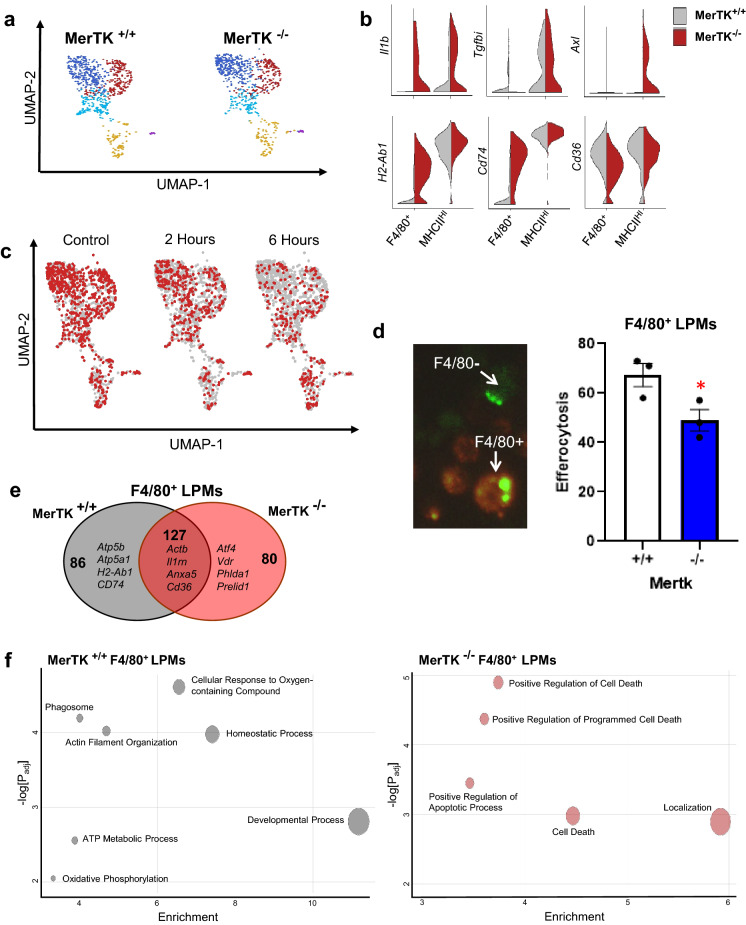
Genetic inactivation of the efferocytosis receptor MerTK impairs efferocytosis programming uniquely in F4/80 macrophages. (**a**) UMAP plots of resident macrophage clusters at steady state between *Mertk*^+/+^ and *Mertk*^*−/−*^ mice. (**b**) Violin Plot of Inflammatory Cytokines and MHCII expression at steady state between F4/80^+^ LPMs and MHCII^HI^ SPMs Clusters. (**c**) UMAP dimension reduction plot of macrophages in *Mertk*^−/−^ mice after co-cultivation of ACs for 2 or 6 h. (**d**) Fluorescently labeled (green calcein-AM) apoptotic Jurkat cells were injected into the peritoneum of *Mertk*^+/+^ versus *Mertk*^*−/−*^ mice and subsequently peritoneal lavages were collected and stained for F4/80^+^ LPMs. Percent double positive F4/80^+^ calcein-AM^+^ cells as function of total F4/80^+^ cells were enumerated. *p < 0.03. (**e**) Venn diagram comparing similar and unique differentially expressed genes. (**f**) Gene Ontology of unique differentially expressed genes in F4/80^+^ LPMs of *Mertk*^+/+^ versus *Mertk*^*−/−*^ mice using gProfiler and GOplot.

## Discussion

Using single-cell RNA sequencing to unbiasedly investigate how exposure to apoptotic cells reprograms phagocytes, our findings reveal a heterogeneity of efferocytic transcriptional responses in resident macrophages not previously appreciated by traditional bulk mRNA sequencing approaches. Importantly, our approach was careful to exclude to the best of our ability the contribution of apoptotic cell-derived transcripts. This is particularly important as low abundant “passenger” RNAs from apoptotic cells could misrepresent the phagocyte transcriptional response, as previously reported^19^.

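The 3184 macrophage and DC cells of the 6 pooled libraries formed 7 clusters at a resolution of 0.6, lettered A to G here by size. Cluster A (869 cells, 27.3%, 25.8–28.9%) and cluster B (844 cells, 26.5%, 25.0–28.1%) were LPM-like, with 14 and 12 of 16 LPM markers in at least 10% of their cells. Cluster B was led by *Trib3*, *Pomk* and *Herpud1*. Cluster C (572 cells, 18.0%, 16.6–19.3%) carried 9 LPM markers, but the SPM marker *Folr2* led its genes, so it was left unnamed. All 13 markers set for F4/80+ MHCII INT MΦs were found in cluster C, and 9 of them were raised over the other F4/80+ clusters by more than 0.5 on the log2 scale. Cluster D (460 cells, 14.4%, 13.2–15.7%) was SPM-like, with 7 of 16 SPM markers. Cluster E (330 cells, 10.4%, 9.33–11.5%) was LPM-like, with 13 LPM markers, and all 10 of the F4/80+ IL1β+ markers it expressed were raised in it. Cluster F (60 cells, 1.88%, 1.44–2.42%) was DC-like. Cluster G (49 cells, 1.54%, 1.14–2.03%) had 8 SPM markers but was led by *Ms4a4c*, *Lst1* and *Sema4d* and was left unnamed. The markers set for F4/80+ MHCII LO MΦs had their highest mean log2 ratio in cluster A (0.43), but only 1 was raised, so no cluster was given that name. In each of clusters A, B, C and E, 5 of these 8 markers were detected. Nor was MHCII lowest in cluster A. *H2-Ab1* was at 556 CPM there (534–578), against 351 CPM in B (333–370), 466 CPM in E (437–496) and 870 CPM in C (834–908). Median depth ran from 3117 UMIs per cell in cluster D to 6086 in cluster E, and every library gave cells to every cluster. The names and sizes were rebuilt from the counts and are not the paper's cluster assignments. With log-normalized counts and no integration, which moved the shares of A and E most, the cluster that best overlapped A held 14.6% of the cells and the one that best overlapped E held 18.3%.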

Our analysis uncovered four transcriptionally distinct phagocyte populations and defined their unique gene expression signatures after co-cultivation of apoptotic cells. 

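*Klf2* (chromosome 8, 72319033–72321656, on GRCm38, as are all positions given with these genes) had 959 UMIs in the LPM-like cluster A, a level of 212 CPM (199–226). The other macrophage and DC clusters ranged from 16.5 CPM in the SPM-like cluster D (11.0–23.7) to 55.2 CPM in cluster B (48.2–63.0). Relative to all other macrophage and DC cells, *Klf2* was higher in cluster A by 2.25 on the log2 scale (2.09–2.41). With log-normalized counts and no integration, the alternative that moved it most, this ratio was 1.65. T cell-like cells had 396 CPM of *Klf2*, with 475 CPM (444–508) in their cluster of 479 cells and 209 CPM (178–244) in that of 247 cells. B cell-like cells had 123 CPM (118–128) as a class. Their cluster of 1579 cells had 228 CPM (218–239), and their other clusters had 195, 73.2 and 41.7 CPM. *Timd4* (chromosome 11, 46810800–46844332) had 70.7 CPM in cluster A (63.1–78.8), 51.3 CPM in cluster E (42.01–61.9), 34.3 CPM in cluster B (28.8–40.5) and 27.9 CPM in cluster C (21.8–35.3). In cluster D it had a single UMI. The small DC-like cluster F stood above cluster A in CPM of *Timd4*, with 33 UMIs in 13 of its 60 cells and 129 CPM (89.1–182). The share of cells with a *Timd4* UMI did not separate these clusters, at 21.7% in F (12.1–34.2%) and 20.1% in A (17.5–23.0%). The log2 ratio of *Timd4* in cluster A over the other cells was 1.14 (0.91–1.36). *Mertk* (chromosome 2, 128698956–128802894) had 34.2 CPM in cluster A (29.0–40.1) and 31.1 CPM in cluster E (24.0–39.7), which could not be separated at this depth. It had 23.1 CPM in cluster C (17.6–29.9), 13.8 CPM in cluster B (10.4–17.9) and 13.6 CPM in cluster D (8.74–20.3), and none in the 60 cells of cluster F. The log2 ratio of *Mertk* for cluster A was 0.85 (0.54–1.15), and it was above 0 in 5 of the 6 libraries taken singly. B cell-like and T cell-like cells had 2.18 and 1.16 CPM of *Mertk*. The pool includes the *Mertk*-/- libraries, so the level of this gene is not that of *Mertk*+/+ cells.

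**Figure D1:**
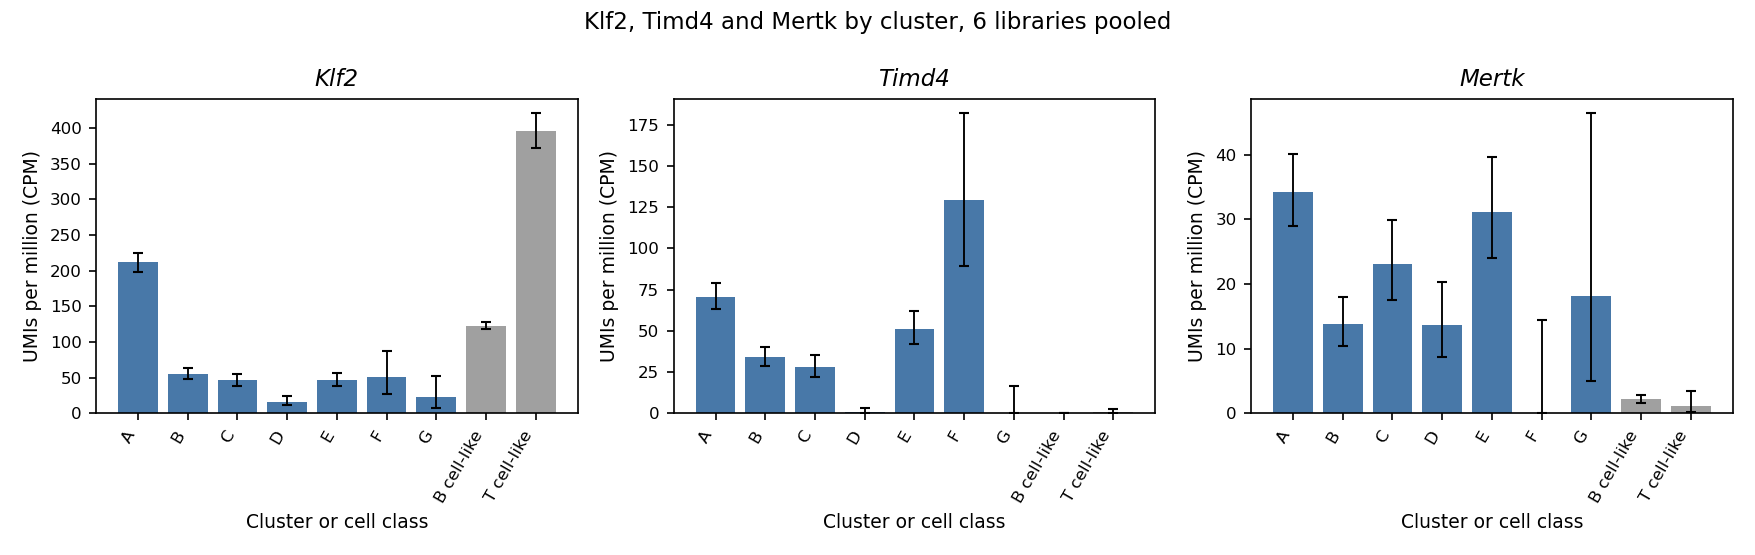
Bars show the CPM of *Klf2*, *Timd4* and *Mertk* in the macrophage and DC clusters A to G (blue) and in B cell-like and T cell-like cells (grey), over 6 pooled libraries, and error bars are exact Poisson 95% intervals of the counts. Cluster A stands at 212, 70.7 and 34.2 CPM, with T cell-like cells above it for *Klf2* and cluster F above it for *Timd4*.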

A subpopulation of LPMs (F4/80^+^ MHCII^LO^) was enriched for *Klf2 *^21^*, Timd4*^26^*,* and *Mertk*^26^*,* implicating a predisposition for efferocytosis, as these genes encode known regulators of apoptotic cell clearance. Furthermore, the zinc finger transcription factor GATA-binding protein 6 (*Gata6*), a necessary regulator of peritoneum-specific gene expression program in LPMs^15^, is solely expressed in this subset. 

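*Gata6* lies on chromosome 18 from 11052064 to 11085635. In the pool of 6 libraries it had a UMI in 37.9% of cluster A cells (34.6–41.2%), 28.2% of cluster E (23.4–33.4%), 27.7% of cluster B (24.7–30.9%) and 8.92% of cluster C (6.71–11.6%). It was found in 2 of 460 cells of the SPM-like cluster D, and in 0 of the 60 DC-like cells, which allows a share of up to 5.00%. No B cell-like cell of 3755 and no T cell-like cell of 726 had a *Gata6* UMI, which allows at most 0.0799% and 0.413%, so the shares in the LPM-like clusters lie above free RNA. Summed over cells, *Gata6* stood at 119.9 CPM in cluster A (110.0–130.4), 86.6 CPM in cluster B (77.7–96.1), 74.7 CPM in cluster E (63.5–87.4) and 27.5 CPM in cluster C (21.4–34.8). Thinned to 1500 UMIs per cell, the share was 12.9% in cluster A (10.7–15.4%) and 12.6% in cluster B (10.4–15.1%), 8.02% in cluster E (5.31–11.5%) and 3.37% in cluster C (2.01–5.28%). Cluster A, which leads the LPM-like clusters in *Klf2*, held 48.4% of the *Gata6* UMIs of macrophage and DC cells (45.4–51.3%). Without integration, on log-normalized counts, its best-matching cluster held 34.3%.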

Separately, a population of SPMs (F4/80^−^ MHCII^HI^) solely expressed the transcription factor *Irf4*, a necessary factor for macrophage differentiation from monocytes^13^. 

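*Irf4* lies on chromosome 13 from 30749226 to 30766976. Of the 1011 *Irf4* UMIs in macrophage and DC cells of the 6 pooled libraries, 69.5% (66.6–72.4%) were in the SPM-like cluster D, where 46.5% of cells had a UMI (41.9–51.2%) and the level was 399.7 CPM (371–430.3). In the other clusters the share of cells was 4.03% in A, 6.40% in B, 9.62% in C, 2.73% in E, 11.7% in the DC-like cluster F (4.82–22.6%) and 4.08% in G, and the level ranged from 7.19 CPM in E to 43.2 CPM in F. T cell-like cells, at a median of 2709 UMIs against 3117 in cluster D, had a share of 9.64% (7.59–12.0%; 10.02% and 8.91% in its clusters of 479 and 247 cells), so the shares in A, B, C, E and G are not above that of a lymphocyte class. At 1500 UMIs per cell, cluster D stood at 32.5% (28.0–37.3%), cluster C at 5.43% (3.67–7.71%) and T cell-like cells at 4.88%. Cluster B then stood at 3.35% (2.22–4.83%) and cluster E, the lowest, at 0.617% (0.0748–2.21%). The shares in B and C thus lie above that of E. A share no higher than in T cell-like cells does not make their *Irf4* free RNA. Outside the MΦs, 48.1% of B cell-like cells (46.5–49.8%) had an *Irf4* UMI. At a resolution of 1.0, where cluster D was divided, the part that overlapped it best had 274 cells and held 25.2% of the *Irf4* UMIs, and 32.5% of its cells had one. The counts were the same, so the other *Irf4* UMIs of cluster D lie in its cells outside that part, which were not summed separately.

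**Figure D2:**
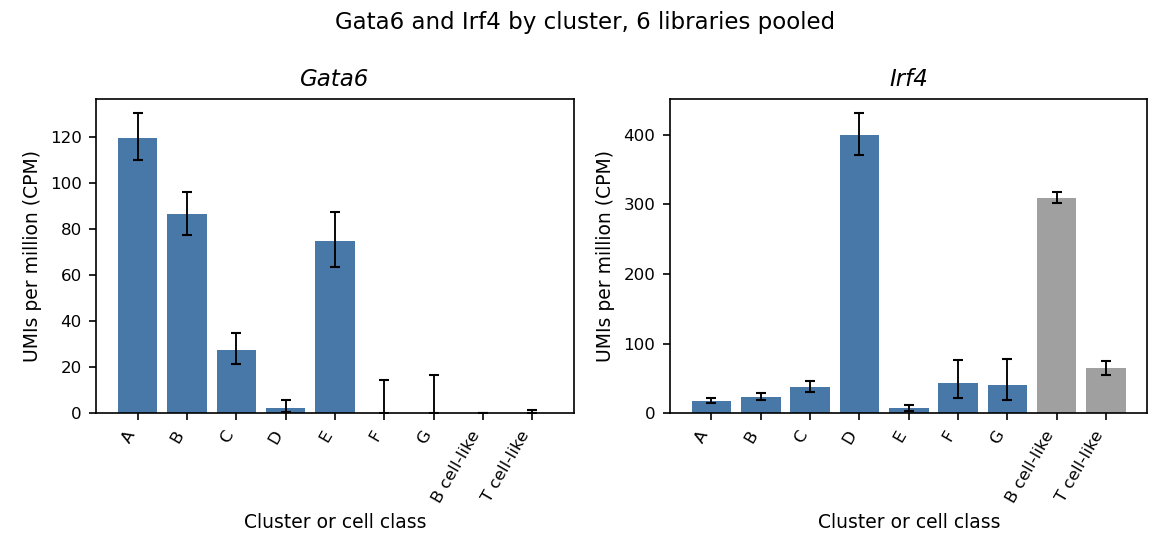
Bars show the CPM of *Gata6* and *Irf4* in the macrophage and DC clusters A to G (blue) and in B cell-like and T cell-like cells (grey), over 6 pooled libraries, with exact Poisson 95% intervals of the counts as error bars. *Irf4* stands highest in cluster D among the macrophage and DC clusters and next to it in B cell-like cells at 309.8 CPM, while *Gata6* is spread over clusters A, B, C and E.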

Further validation by gene ontology revealed enrichment for taxis and locomotion pathways, consistent with a monocytic origin of MHCII^HI^ SPMs. Separately, F4/80^+^ MHCII^LO^ MΦs are enriched for developmental and regenerative gene ontology pathways compared to their F4/80^−^ MHCII^HI^ MΦ counterparts. These distinctions in MΦ function further justify that SPMs and LPMs exhibit specialized functions within the peritoneum, specifically that LPMs perform homeostatic maintenance of the peritoneal cavity^27^. Alternatively SPMs have been shown to promote inflammation particularly after thioglycolate-elicitation. However, our data newly identifies a highly inflammatory LPM population (F4/80^+^ IL1β^+^), a population that may have been unidentifiable in previous studies of bulk MΦs. 

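Among the LPM-like clusters of the 6 pooled libraries, cluster E had the highest levels of the inflammatory cytokine genes. *Il1b* (chromosome 2, 129364570–129371139) was at 2751 CPM in cluster E (2679.9–2823), against 1078 CPM in cluster A (1048–1109) and 371 CPM in cluster B (352–389.9), and it had a UMI in 80.6% of cluster E cells. *Il6* (chromosome 5, 30013114–30019981) was at 646 CPM in cluster E (612–681), against 264 CPM in cluster A (249–279) and 137 CPM in cluster B (126–149). *Tnf* (chromosome 17, 35199381–35202007) was at 523 CPM in cluster E (492–555), while no other macrophage or DC cluster passed the 88.7 CPM of cluster D (75.3–104). Relative to all other macrophage and DC cells, cluster E was higher by 1.93 for *Il1b* (1.88–1.97), 2.14 for *Il6* (2.04–2.24) and 3.24 for *Tnf* (3.10–3.38) on the log2 scale. Without integration, on log-normalized counts, the *Il1b* ratio was 1.18. The unnamed cluster G, with 49 cells, had more *Il1b* than cluster E, at 4076 CPM (3814–4352) from 900 UMIs in 36 cells, but no *Il6* UMI. By the share of cells with an *Il1b* UMI, G was not above E, at 73.5% (58.9–85.1%) against 80.6% (75.9–84.7%). T cell-like cells had 18.2, 2.32 and 12.0 CPM of *Il1b*, *Il6* and *Tnf*. These 3 genes were kept out of the clustering features, but *Cxcl1*, *Ptgs2* and other genes induced with them were not. In its Results the paper reports such genes (Fig. 1E), and pathways such as NF-κB and TNF signaling, as enriched in an F4/80+ cluster of control cells. In its Discussion it states that a highly inflammatory LPM population is newly identified.

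**Figure D3:**
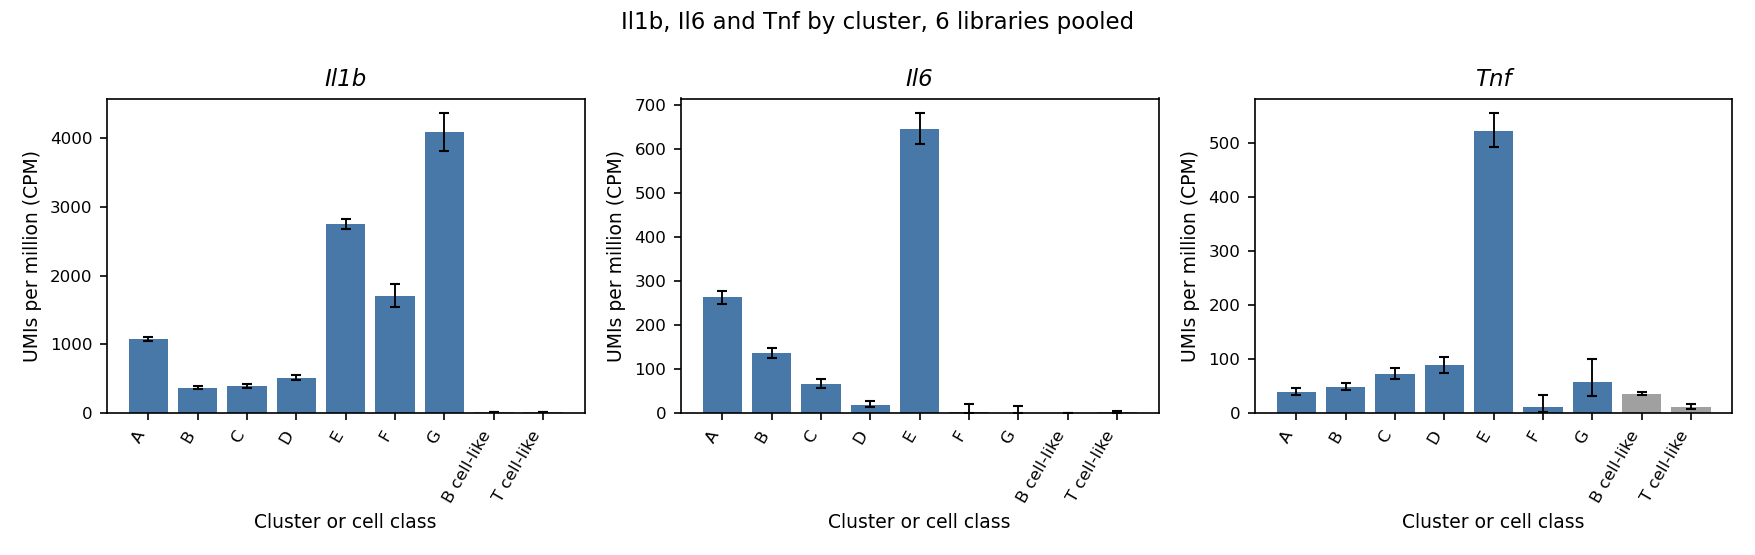
Bars show the CPM of *Il1b*, *Il6* and *Tnf* in the macrophage and DC clusters A to G (blue) and in B cell-like and T cell-like cells (grey), over 6 pooled libraries, and error bars are exact Poisson 95% intervals of the counts. Cluster E is highest for *Il6* and *Tnf*, at 646 and 523 CPM, and is passed by cluster G for *Il1b*.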

Whether this inflammatory LPM population is the key driver of inflammation within the physiological peritoneal cavity warrants further investigation. Overall, defining differences between ontogenetically divergent MΦs may elucidate mechanisms by which resident peritoneal MΦs uniquely contribute to tissue homeostasis and physiological inflammation.

Upon challenge with apoptotic cells, macrophage subpopulations induced unique transcriptional responses, consistent with the premise that macrophage ontogeny predisposes their response to apoptotic cells. Previously, Cain et al. determined that LPMs are more efficient at efferocytosis than SPMs, but importantly both subsets exhibited apoptotic cell engulfment one hour after exposure^28^. Furthermore, the vast majority of apoptotic cell-derived transcripts are degraded after 6 h of co-cultivation, and thus no phagocytes were removed from the downstream transcriptional analyses at this time point. Consequently, this experimental design does not exclude “late-eater” phagocytes that may have initiated apoptotic engulfment at a later time. Of note, acute transcriptional changes in macrophages after 2 h of co-cultivation are subtle relative to transcriptional responses 6 h after co-cultivation. This observation is consistent with the paradigm that acute phagocyte responses activate post-transcriptional cytoskeletal remodeling, while phagocyte transcriptional reprogramming is a subsequent event. Therefore to better model the transcriptional landscape throughout differential phases of efferocytosis, we employed a pseudotime trajectory analysis using Slingshot. Since these algorithms rely on transcriptional differences independent of time to produce a pseudotime trajectory, the modeled response and reprogramming trajectories during efferocytosis are better synchronized to allow for comparison between macrophage clusters. Unsurprisingly, both LPMs and SPMs revealed distinct transcriptional programs upon exposure to apoptotic cells. LPMs robustly reduced their inflammatory gene expression as a function of pseudotime, suggesting that exposure to apoptotic cells polarizes LPMs towards an anti-inflammatory state. Furthermore, many of the differentially expressed genes in LPMs after apoptotic cell exposure for 6 h are enriched in homeostatic and developmental pathways. These data are consistent with apoptotic cell clearance by LPMs as an essential mechanism for tissue homeostasis. Conversely, SPMs reduce enrichment of inflammatory pathways such as NF-kB signaling and response to LPS, while increase enrichment of cell proliferation pathways after apoptotic cell exposure (Fig. 3E). These results may lead to the observation of an increase in MHCII^HI^ SPMs after 6 h of AC co-cultivation. Our careful approach using pseudotime algorithms combined with discrete time points allow us to compare the transcriptional changes during efferocytosis between the distinct macrophage populations.

We also leveraged macrophages deficient in *Mertk,* a key efferocytosis receptor^25^ to validate and investigate the effects of impaired apoptotic cell clearance on peritoneal macrophage subsets. *Mertk* is primarily expressed in LPMs and *Mertk-deficient* macrophages exhibited acute reductions in F4/80 + macrophages (Fig. 4D). At steady-state, *Mertk-*deficient LPMs exhibited significantly increased MHCII expression and pro-inflammatory cytokine expression. Upon challenge with apoptotic cells, *Mertk*^*−/−*^ LPMs exhibited a signature of programmed cell death (Fig. 4F). These data are consistent with previous studies implicating *Mertk* as a mediator of cell survival after the stress of efferocytosis^29–31^. Intriguingly, expression of *Mertk* is associated with promoting phagocyte survival after exposure to oxidative stress through the upregulation of anti-apoptotic signals including pAkt and pErk^29^. Previously it has been shown that Abca1 reverse cholesterol efflux pathway dampens oxidative stress preserving phagocyte viability after exposure to apoptotic cells or oxidized phospholipids^32^. Without the beneficial role of Abca1 reverse cholesterol efflux, engulfment of apoptotic cells induced an excessive oxidative burst leading to activation of the apoptotic cell death program. Therefore, our findings suggest that *Mertk*-expression specifically induces cellular homeostatic responses to oxidative stress in LPMs that preserve phagocyte viability after efferocytosis.

Future studies are warranted to examine the heterogeneity of efferocytic transcriptional responses in situ and in vivo. This could be achieved by coupling single cell-sequencing approaches with tissue phagocytes that are positive for the engulfment of reporter apoptotic cells. However, under these conditions, it would be difficult to exclude the contribution of apoptotic cell-derived transcripts. One potential circumvention would be the employment of Ribotag technology^33^ to capture newly formed transcripts in the phagocyte. While scRNAseq has emerged as a powerful and insightful technique, additional studies are also needed to validate the transcriptional signatures of our findings at the protein level, possibly through technologies such as CyTOF or high-dimensional flow cytometry. With these future directions in mind, our studies newly elucidate the heterogenous transcriptional response of single-cell peritoneal macrophages, after exposure to apoptotic cells. These findings will benefit future studies that seek to determine the unique functional roles of phagocyte subsets during efferocytosis.

## Methods

### Animal studies

C57BL/6J mice were used as WT controls and bred in the Northwestern Center for Comparative Medicine facility. *MerKD* (referred to herein as *MerTK*^*−/−*^) have been previously described^25^ and were backcrossed to C57BL/6J mice for ten generations. Eight- to twelve- week old mice were utilized for experiments. Mice were bred and housed in a pathogen-free, temperature- and humidity-controlled environment with access to standard mouse chow and water ad libitum. Mice were kept on a 12:12 light/dark cycle. All studies were approved and reviewed by the Institutional Animal Care and Use Committee at Northwestern University (Chicago, Illinois), protocol #IS00000378. All experiments were performed in accordance with the guidelines and regulations named in the protocol.

### Ex vivo efferocytosis assay, microscopy, and flow cytometry

Resident peritoneal cells were harvested after lavage with cold saline. Peritoneal cells from 3 mice were pooled together for each experimental group. Initial cell selection was achieved through adherence to non-treated, low-adherence cell culture plates for 1 h and rinsed to remove non-adherent cells. Apoptotic cells (ACs) were generated using GFP-Jurkat Human T cells (GenTarget) exposed to UV radiation for 7 min followed by a 2-h incubation at 37 °C. Apoptosis was confirmed by annexin V positive, propidium iodide negative identification affirming greater than 80% apoptosis. Adherent resident peritoneal cells were co-cultivated with ACs at a ratio of 5 ACs to 1 peritoneal cell for 2 h or 6 h as indicated. Control cells were given a media change corresponding to the 6-h timepoint. Non-engulfed ACs were removed from the co-culture through rigorous rinsing with warm saline. Adherent macrophages were removed from the plate with Accutase (StemCell Technologies) and resuspended into a single cell suspension. Apoptotic cell engulfment was confirmed with confocal fluorescence microscopy.

For in vivo efferocytosis microscopy, fluorescently labelled (green calcein-AM) apoptotic Jurkat cells were injected into the peritoneum of Mertk^+/+^ versus Mertk^−/−^ mice and subsequently peritoneal lavages were collected and stained for F4/80 + resident macrophages. Percent double positive F4/80 + calcein-AM + cells as function of total F4/80 + cells were enumerated. *p < 0.03.

### Single cell library preparation and RNA sequencing

The single cell RNA-Seq libraries were prepared using the 10X Genomics Single Cell 5′ Gel Bead and Library Kit pipeline following manufacturer’s protocols. Cell suspensions were diluted to target a recovery of 4,000 cells per sample. A total of 7,674 resident peritoneal cells were sequenced to a read depth ~ 100,000 reads per cell. 

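Peritoneal cells that adhered to the plate were profiled in 6 libraries, 1 for each combination of genotype (*Mertk*+/+ or *Mertk*-/-) and condition (control, 2 h or 6 h with ACs). Each library held the pooled cells of 3 mice. In this method every droplet tags the transcripts of a cell with a shared barcode, and a unique molecular identifier (UMI) lets each captured transcript be counted once. The authors' table of UMI counts, which is not normalized, holds 7760 barcodes with 40172124 UMIs, and the median barcode had 4329 UMIs from 1544 genes. The paper's depth per cell is in reads, whereas the values here use UMIs. Each barcode ends in a library number from 1 to 6. These numbers were not matched to a genotype or time point here, so the values given with the results below are over the pool of all 6 libraries, which mixes both genotypes and all time points, and no comparison between conditions was made. The libraries numbered 1, 2, 3, 4, 5 and 6 held 1612, 1288, 1077, 1431, 1005 and 1347 barcodes. Their totals were 10287079, 6936650, 7016893, 7251859, 4444857 and 4234786 UMIs, so the depth differed between libraries as well, from a median of 2776 UMIs per barcode in number 6 to 5786.5 in number 1. With 1 library per condition there is no replicate check, and cells are not replicates of a condition. Levels are therefore given as CPM, a gene's UMIs scaled to all UMIs of a cluster, with exact Poisson 95% intervals, and shares with exact (Clopper-Pearson) binomial 95% intervals. Both intervals cover counting error only, not the spread between mice, and the Poisson intervals also leave out the spread between cells.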

The Illumina libraries were run on an Agilent Bioanalyzer High Sensitivity Chip and Kapa Library Quantification Kits for Illumina platform (KAPA Biosystems) for quality control before sequencing. In collaboration with the Northwestern University Sequencing Core (NuSeq), the libraries were sequenced on the Illumina HiSeq 4,000 with the following parameters: Read 1—26 cycles; i7 Index—8 cycles; Read 2—98 cycles.

### Cell ranger, read alignment, and quantifying cells with ‘unaligned reads’

The sequenced data were processed with the Cell Ranger Single Cell software suite 1.3.1 by 10 × Genomics (GEO accession number pending). Briefly, raw base-call files from a HiSeq4000 sequencer were demultiplexed into FASTQ files. FASTQ files from each of the samples were mapped and the genes were counted using *cellranger* count. Given that the sequencing parameters included paired-end reads and a full length (150 bp) second read, the “SC5P-PE” option was used for the *chemistry* parameter. The sequencing reads were aligned to both *hg38* (Homo sapiens) and *mm10* (Mus musculus) reference genomes using STAR aligner. Reads mapped to *mm10* were used for downstream analysis with Seurat.

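The table lists 55538 features of the mouse genome and the reporter, and 24015 of them had a UMI in at least 1 barcode, while 31523 had none. Among the features are the reporter sequences eGFP and mGFP. Over all 7760 barcodes eGFP had 3 UMIs and mGFP had 0, at which depth a count of 0 allows up to 3 UMIs. After the filter on cells, 1 eGFP UMI was left, in the library numbered 2. These are UMIs on the mouse-and-reporter table and not the raw reads of Fig. 2B, which were taken from the unaligned part of each library.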

The unaligned reads were extracted from the ‘possorted_bam.bam’ file created by CellRanger using Samtools with the ‘-f 4’ flag. Awk was then used to remove any duplicate reads with the ‘!seen[$0] +’ distinction. The unmapped read ids were then used as a pattern to grep the FASTQ reads from the raw FASTQ file with ‘seqkit’ for both read one and two. These reads were then mapped to a custom genome containing only the APOL1 genes using the STAR aligner. After alignment, the mapped reads were extracted using Samtools view with the ‘-F 4’ flag and deduplicated using ‘awk’ with the ‘!seen[$0]++’ distinction. For the purpose of determining the number of filtered cells containing the human DNA; the mapped read ids were grepped by ‘seqkit’ to extract the reads from the raw fastq files that had been mapped to APOL1 followed by the 10 × cell barcodes being identified using ‘sed’ with the ‘2 ~ 4p’ distinction for the ‘-n’ parameter. Lastly, the 10 × barcodes from the Seurat object were extracted and compared using ‘comm’ to the read extracted 10X barcodes to count the number of cells containing the human APOL1 DNA.

### Single-cell RNA sequencing analysis and visualization

The barcode-gene matrices from the Cell Ranger pipeline were further analyzed using the Seurat R package (v.3.1)^34^. Following standard practices to exclude low-quality cells, cells that expressed less than 500 genes, had a ratio of unique molecular identifiers (UMIs) per gene below 0.8, or had greater than 10% mitochondrial genes were filtered from the datasets. Furthermore, each cell was assigned a Cell Cycle Score to address potential differences in cell cycle phase.

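Applied to the 7760 barcodes, the minimum of 500 genes was missed by 68, and 28 had over 10% mitochondrial counts. Read literally, no barcode had under 0.8 UMIs per gene, since the lowest was 1.36. The ratio was therefore taken as the logarithm of the number of genes over the logarithm of the number of UMIs, which was below 0.8 in 47 barcodes. Some barcodes failed several limits, and 95 were left out in all. This left 7665 cells, with a median of 4378 UMIs and 1555 genes, beside the 7674 cells that the paper reports. Between 4 and 52 barcodes were left out per library, with a median of 9.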

Normalization and variance stabilization of molecular count data was carried out using the R package *sctransform* (v0.2.1)^35^. After transformation, each sample was integrated using Seurat’s modified integration workflow to harmonize the output Pearson residuals across datasets. To reduce the dimensionality of the expression matrices, we performed a principal component analysis (PCA). The number of principle components for further downstream applications was decided to be 40, as UMAP was employed for dimensionality reduction and visualization of the data.

Clusters were identified using graph-based clustering approach implemented by the FindCluster function in Seurat at resolutions of 0.2, 0.4, 0.6, 0.8, and 1.0 to determine transcriptionally distinct populations of resident peritoneal cells. 

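After sctransform per library and Seurat integration across the 6 library numbers, the macrophage and DC cells fell into 5 clusters at a resolution of 0.2, 6 at 0.4, 7 at 0.6, 9 at 0.8 and 10 at 1. The 499 genes whose values are reported as results were kept out of the features used for clustering, so that they did not define the clusters. Across all kept cells at a resolution of 0.2, 2 clusters carried macrophage markers, 4 were B cell-like and 2 carried T cell markers. Of the last pair, the cluster of 479 cells was led by *Igfbp4*, *Lef1* and *Tcf7*. The other, of 247 cells, had all 13 T cell markers but also 4 of 6 NK cell markers, 3 of them among its 10 leading genes, and no T cell marker there. The class called T cell-like here therefore includes NK-like cells. Macrophage and DC cells made up 41.5% of the 7665 cells (40.4–42.7%), B cell-like cells 49.0% (47.9–50.1%) and T cell-like cells 9.47% (8.83–10.1%). No cluster was left out for its cell cycle score. Raising the minimum to 1000 genes moved the B cell-like share most, to 51.6%. Doublets were called per library with Scrublet, which marked 59 barcodes (0.760%), and they were kept.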

Clusters with high cell cycle scores were excluded from further downstream analyses. To unbiasedly identify resident peritoneal cells present in the dataset, *SingleR* (v1.0.5) was employed. Briefly, *SingleR* infers the origin of each individual cell by referencing transcriptomic datasets of pure cell types. We utilized the ImmGen database, which contains normalized expression values for immune cells from 830 murine microarrays to ID our peritoneal cell types. These classifications were confirmed with canonical immune cell markers.

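Genes that were not used to name the classes separated them as follows, over the pool of 6 libraries. *Itgam* (Cd11b) had a UMI in 75.5% of macrophage and DC cells (74.0–77.0%), compared with 5.46% of B cell-like and 1.52% of T cell-like cells. *Adgre1* (F4/80) was found in 51.3% of macrophage and DC cells (49.5–53.0%), 1.25% of B cell-like and 0.413% of T cell-like cells. *Itgax* (Cd11c) was found in 13.1% (12.0–14.4%), 2.45% and 1.65%, in the same order. *H2-Ab1* (MHCII) was present in 95.7% of B cell-like cells, 56.7% of macrophage and DC cells and 17.1% of T cell-like cells. Median depths were 4258 UMIs per cell in the macrophage and DC class, 5002 in the B cell-like class and 2709 in the T cell-like class. With each cell thinned to 1500 UMIs, which left out 168, 95 and 50 shallower cells, the shares in this order became 48.9%, 1.503% and 0.740% for *Itgam*, 25.4%, 0.273% and 0.296% for *Adgre1*, 7.39%, 0.847% and 1.18% for *Itgax* and 43.8%, 80.4% and 13.9% for *H2-Ab1*.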

For all differential expression tests, we utilized the model-based analysis of single-cell transcriptomics (MAST) test in the Seurat package. To identify unique expression profiles for each cluster, differential expression was tested between each macrophage cluster and all other macrophage clusters combined. The top 50 differentially expressed genes (based on average log fold change) unique to each cluster were visualized in a heatmap. Differential expression testing was also performed between two individual clusters, between genotypes, and between timepoints.

### Pathway enrichment analysis

To identify enriched molecular pathways based on differentially expressed genes, gProfiler^36^ was applied. Gene sets from Gene Ontology biological process and Kyoto Encyclopedia of Genes and Genomes (KEGG) were used. GOplot (v1.0.2) was employed for visualization of the GO enrichment analyses.

### Single-cell trajectory inference

Slingshot (v1.4.0)^23^ was applied to infer efferocytosis reprograming trajectories of macrophages which experienced apoptotic cell engulfment. Slingshot combines highly stable techniques to infer novel lineages of the global structure. Each macrophage subpopulation (F4/80 + and MHCII +) were isolated into separate single-cell experiments and reduced dimensionality via both PCA and UMAP. The UMAP trajectories were utilized for visualization purposes, while the PCA trajectories were utilized for gene expression plots as UMAP dimensionality reduction has been shown to distort the pseudotime data^37^. Changes in gene expression as a function of pseudotime were visualized using the PlotExpression command.

## Supplementary information

Supplementary file 1

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. The datasets are available in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) repository (GSE156234).

# Supplementary material for: Single-cell RNA sequencing uncovers heterogenous transcriptional signatures in macrophages during efferocytosis
**Source:** Sci Rep. 2020 Aug 31;10:14333. doi: 10.1038/s41598-020-70353-y
**Supplement:** Supplementary file 1

# **Single-Cell RNA Sequencing Uncovers Heterogenous Transcriptional Signatures in Macrophages during Efferocytosis**

Connor Lantz<sup>\*1</sup>, Behram Radmanesh<sup>1</sup>, Esther Liu<sup>1</sup>, Edward B. Thorp<sup>#1</sup>, Jennie Lin<sup>#1,2</sup>

#Co-Senior Authors

Pediatrics, Medicine and the Feinberg Cardiovascular and Renal Research Institute,

## Supplemental Figure 1

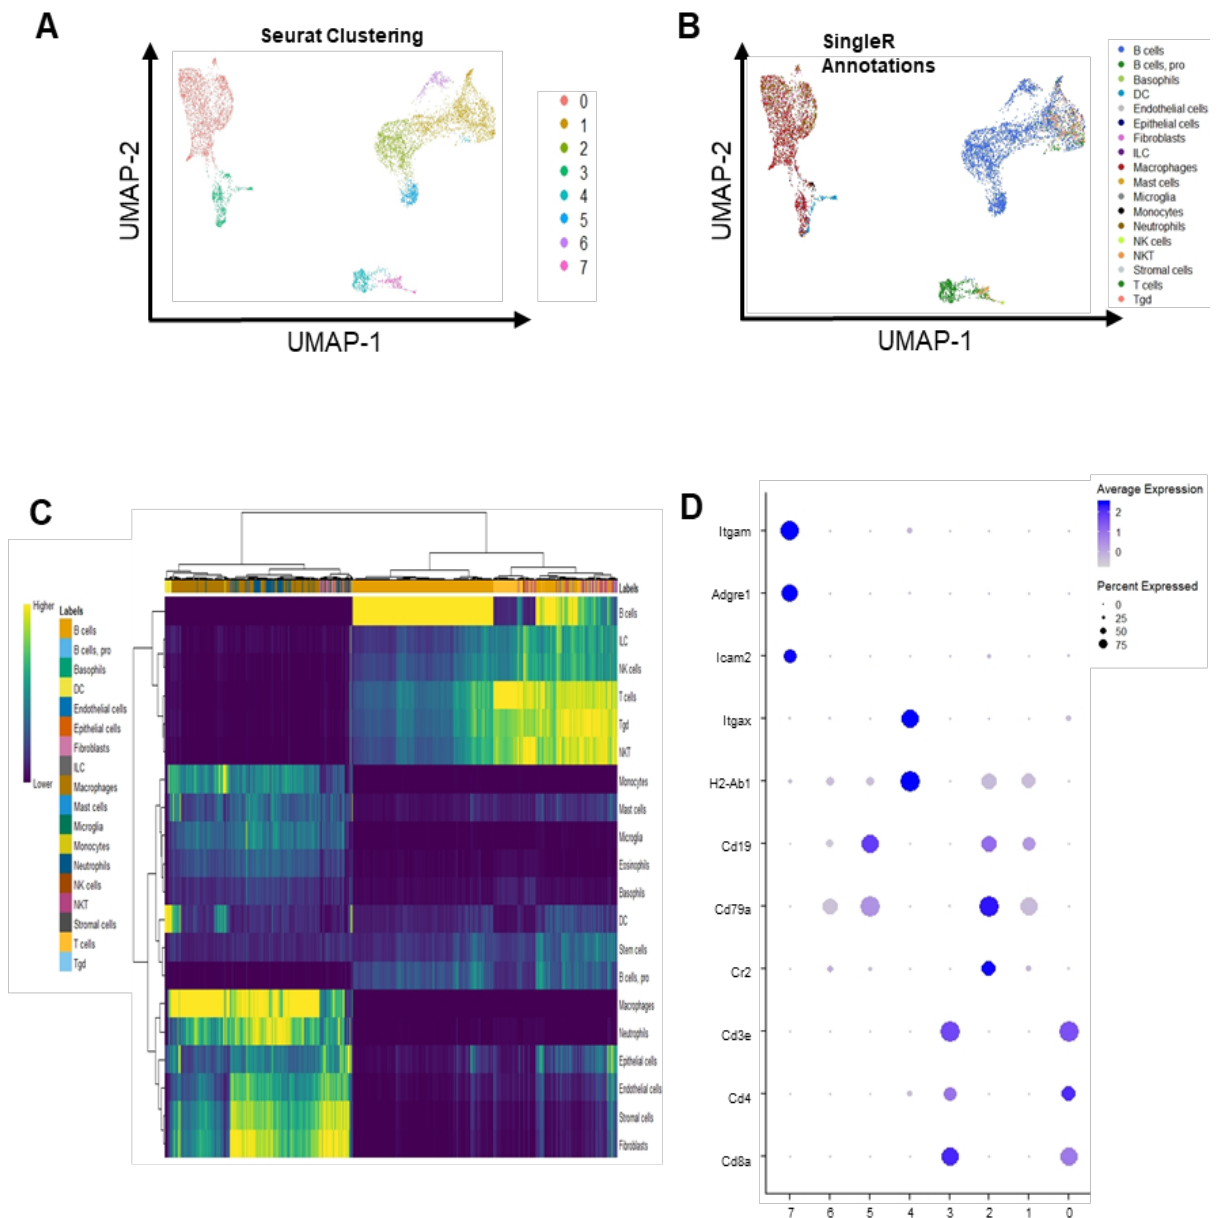

### Supplemental Figure 1 – Unbiased identification of resident peritoneal immune subsets using SingleR and Immgen's open-sourced reference database

(A) Unbiased clustering of resident peritoneal immune cells at a resolution of 0.2 performed by Seurat

(B) SingleR annotations of cell identity generated through comparison to Immgen's reference database

(C) Heatmap of SingleR scores for all cells across all reference labels

(D) Dot plot of traditional immune marker expression within each Seurat cluster from (A)

## Supplemental Figure 2

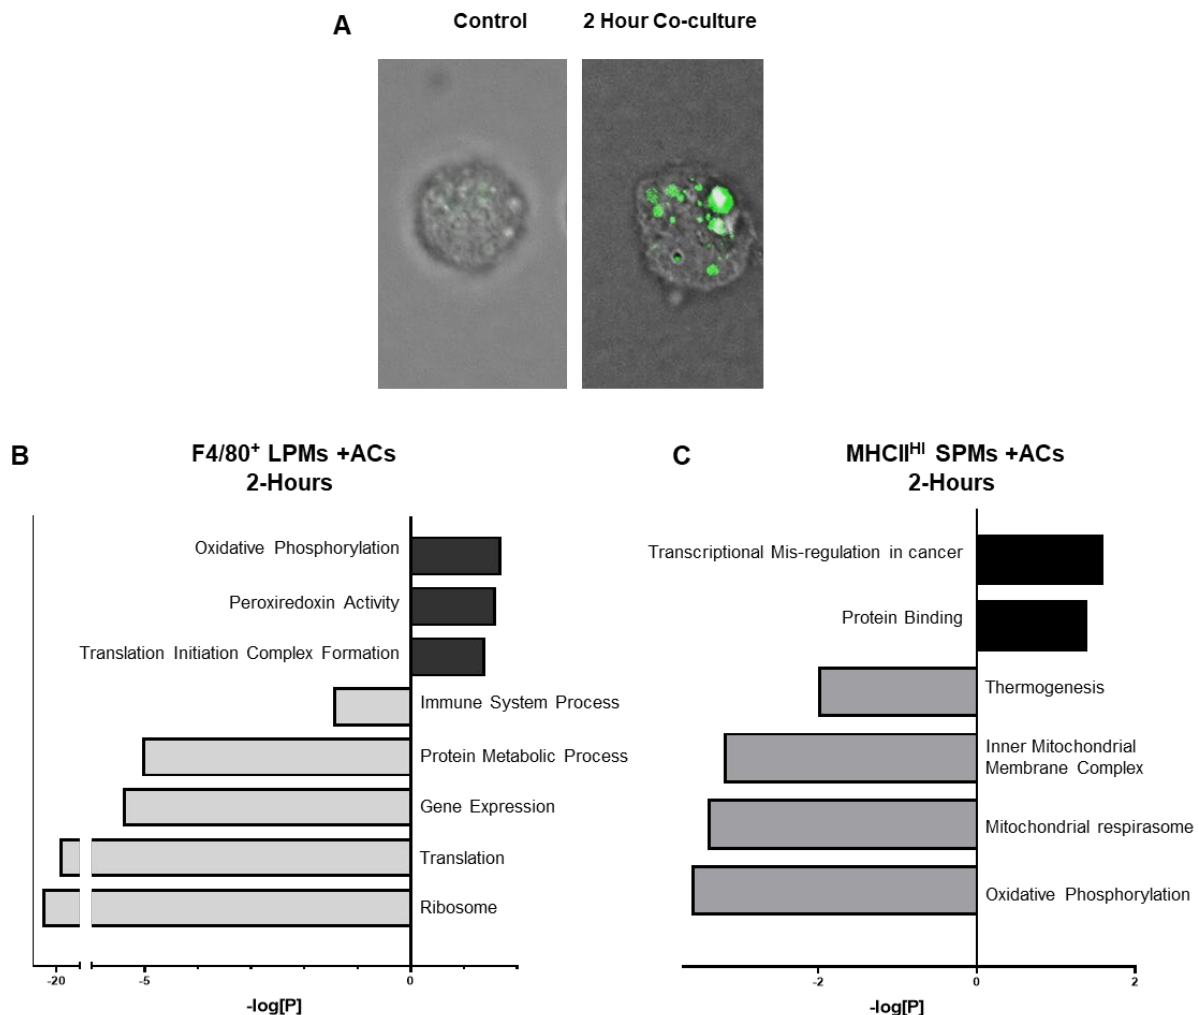

### Supplemental Figure 2 – Apoptotic Jurkat Cells are engulfed by peritoneal phagocytes after 2 hours co-cultivation and induce acute transcriptional programming

- (A) Fluorescence microscopy of resident peritoneal macrophage engulfment of GFP-labeled apoptotic T cells ex vivo during 2 hours of co-cultivation
- (B) Gene ontology of differentially expressed genes in F4/80<sup>+</sup> LPMs between –ACs (Control) or +ACs (2hour) conditions was performed using gProfiler.
- (C) Gene ontology of differentially expressed genes in MHCII<sup>Hi</sup> SPMs between –ACs (Control) or +ACs (2hour) conditions was performed using gProfiler.

Supplemental Figure 3

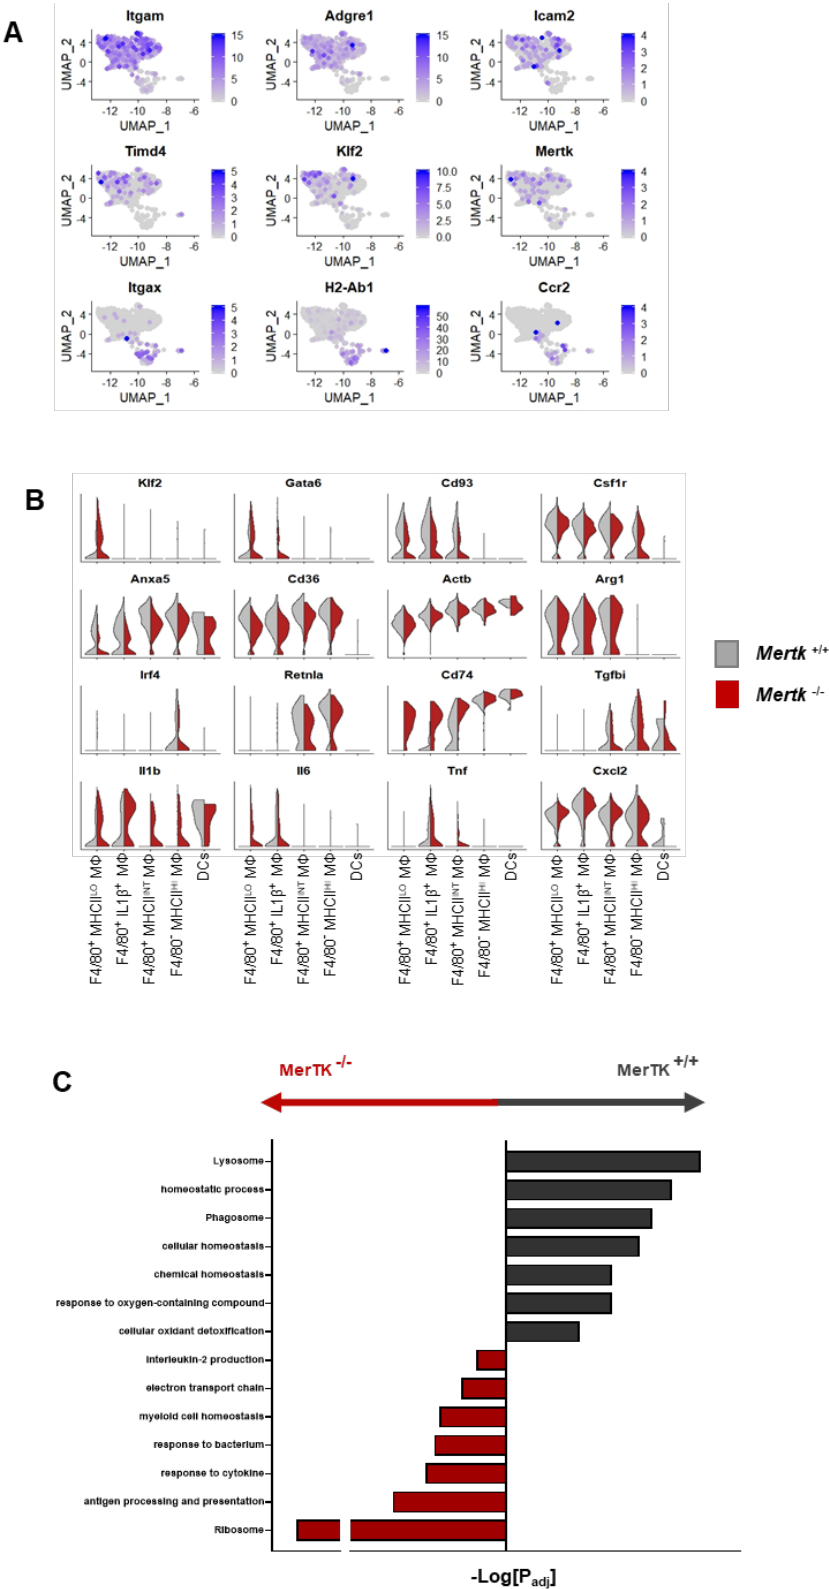

**Supplemental Figure 3 – *Mertk*<sup>-/-</sup> MΦs exhibit similar ontogeny markers but have a higher basal inflammation state compared to *Mertk*<sup>+/+</sup> MΦs at steady state**

- (A) Gene expression patterns representing single-cell gene expression of canonical peritoneal macrophage markers in *Mertk*<sup>-/-</sup> MΦs
- (B) Violin plots revealing distinct expression of macrophage differentiation mediators and inflammatory genes between *Mertk*<sup>+/+</sup> and *Mertk*<sup>-/-</sup>
- (C) Gene Ontology of differentially expressed genes in F4/80<sup>+</sup> LPMs cluster comparing between *Mertk*<sup>+/+</sup> and *Mertk*<sup>-/-</sup> at steady state using gProfiler. Pathway enrichment is expressed as the  $-\log[p.value]$  adjusted for multiple comparisons

How the deposited data were processed for this re-analysis (not part of the article)

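Resident peritoneal cells of *Mertk*+/+ and *Mertk*-/- mice were profiled by droplet single-cell RNA-seq as controls and after 2 h or 6 h with apoptotic Jurkat cells, with 1 library per genotype and condition and the cells of 3 mice pooled in each of the 6 libraries. The authors aligned the reads to the human and mouse genomes with STAR through Cell Ranger 1.3.1, counted the mouse genes, and joined the 6 libraries in a table of raw UMI counts per gene and cell, which is the unit of the deposited values. The annotation they counted on is not stated in the paper's text. The reporter sequences eGFP and mGFP are also listed. No normalization had been applied, and barcodes below the paper's limits were still present.

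The library number at the end of each barcode was not matched to a genotype or time point. No sample's condition was inferred from its number or from its values, so the comparisons between genotypes and between time points that had been set before the data were examined were not made. Reported instead are values over the pool of all libraries and values by library number. Alternatives, cell type markers and gene lists had also been set in advance. Chosen only after the table and the clusters had been seen were the use of pooled values, the pairs of clusters in which lists were compared, the depth for thinning, the matching of clusters by overlap, and the way markers were scored for names. A first score, the mean log2 ratio of a class's markers, had given names that the leading genes contradicted, and it was replaced by the share of markers detected.

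Cells with at least 500 genes, a ratio of log genes to log UMIs of at least 0.8 and at most 10% mitochondrial counts were kept. Depth per library was between 4234786 and 10287079 UMIs, with a median of 6976770. Counts were transformed per library with sctransform 0.4.2 and integrated with Seurat 5.3.0 in R 4.3.3, on 3000 features and 30 dimensions, and clustered on 40 principal components at a resolution of 0.2 for immune classes and 0.6 for macrophages and DCs. These are later versions than the paper's. SingleR, Slingshot, MAST and gProfiler were not used here. A cluster took the class with the largest share of its markers seen in at least 10% of its cells, given at least 3 such markers, and a macrophage or DC cluster stayed unnamed where another class led its 10 leading genes. That last condition was not applied to the immune classes, and a cluster of 247 cells in the T cell-like class is led by NK cell genes. Cluster G was left unnamed by eye, since its leading genes hold no SPM marker and it has 8 of 16 SPM markers. The leading genes of clusters B and E hold no LPM marker either, but these were named for their 12 and 13 of 16 LPM markers. Genes named in the text are those the paper names for the classes compared, and leading genes of clusters, which are named only to describe the clusters and were chosen after their values were seen. Doublets were called per library with Scrublet in scanpy 1.11.5 under Python 3.11.15, at an expected rate of 0.01, and kept in the main values. Free RNA was not removed.

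Counts were summed over the cells of a cluster and divided by its UMIs to give CPM, with exact Poisson 95% intervals, while ratios of CPM have exact conditional intervals and shares exact binomial ones (scipy 1.17.1). A count of 0 was read as at most 3. No p-value is given. Each condition has 1 library, cells are not replicates, and the clusters compared were defined on the same cells, so ratios within libraries are given by their direction and range. Shares of cells were also computed after thinning every cell to 1500 UMIs, which leaves out 313 of the kept cells. For 7 gene lists (response to LPS, NF-κB and TNF; phagosome and actin cytoskeleton; positive regulation of cell death; chemotaxis and migration; oxidative phosphorylation; antigen presentation on MHCII; cell proliferation) the median log2 ratio of CPM, with 1 CPM added, was taken over genes with a mean of at least 5 CPM, with its percentile among 10000 random lists matched on mean expression in 20 bins and an interval from 2000 bootstrap draws of its genes. Gene positions are from the GENCODE vM21 annotation of GRCm38 (mm10).

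The ratios and list medians were tested on simulated counts with the depths of clusters D and A and all 55538 features. Of 200 changed genes, 96.5% had an interval that held the true log2 ratio and 99.5% had the right sign. The counts were drawn from the Poisson model that the intervals assume, with each gene independent, so this checks the calculation only. It does not show that the intervals hold for real cells, whose counts can vary more. A list raised by 0.99 on the log2 scale gave a median of 1.01 at a percentile of 100.0. Percentiles of 100 unchanged lists of 60 genes ran from 0.17 to 98.2 with a median of 31.1, so in that pair of clusters a percentile within that range does not set a list apart. The pairs E over A and C over A were not simulated. The alternatives tried were at least 1000 genes per cell, at least 200 genes with no other filter, resolutions of 0.4 and 1.0, log-normalized counts with no integration, the reported genes kept in the clustering features, called doublets left out, CPM without mitochondrial and ribosomal protein genes, the mean of each cell's CPM, other expression limits for the lists (50 CPM, or 1 count), thinned cells and, chosen after the results were seen, each library left out in turn and ratios within each library.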

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

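The test of free RNA for *Irf4* and the test of shared reads for the Y genes were chosen only after the results they bear on were seen.

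*Irf4* was found outside the macrophage and DC clusters, in cells whose *Irf4* the paper does not discuss. Of the 3755 B cell-like cells in the 6 pooled libraries, 48.1% had an *Irf4* UMI (46.5–49.8%), far above the limit that a count of 0 allows, and 309.8 CPM was their summed level (302–317). The share differed between B cell-like clusters, from 9.41% in a cluster led by *Vpreb3* and *Ighd* to 76.4% in a cluster led by *Wnt1* and 89.7% in a cluster led by *Egr4* and *Egr3*, with median depths of 2347.5, 6373.5 and 6549 UMIs. With every cell thinned to 1500 UMIs these shares were 6.06% (3.84–9.03%), 41.5% (39.0–44.1%) and 64.3% (58.0–70.2%), and 10.01% (8.57–11.6%) in the remaining B cell-like cluster. Free RNA enters every droplet alike, so it should give cell types a like share at all UMIs, while thinning enlarges its part in shallow cells. At all UMIs the share was 9.64% in T cell-like cells (7.59–12.0%) and 24.3% in the remaining B cell-like cluster (22.2–26.4%). Thinned, it was 4.88% in T cell-like cells (3.38–6.79%) and 26.1% in all B cell-like cells (24.7–27.6%). Both argue against free RNA as the source in the B cell-like clusters other than the one led by *Vpreb3*. The latter is not above T cell-like cells, but free RNA can be no more common than in the cells with the least *Irf4*. In clusters A and E the thinned share was 1.67% (0.918–2.79%) and 0.617% (0.0748–2.21%), and the share at all UMIs 4.03% (2.82–5.56%) and 2.73% (1.25–5.11%), against 9.41% (6.74–12.7%) in the cluster led by *Vpreb3*. Weighted to that cluster's mix of libraries, A and E stood at 3.98% and 2.82%, so the tables argue against free RNA there too. Doublets with an SPM would carry SPM markers. The 5 SPM markers most often detected in cluster D had a median share of 1.27% among the 1808 B cell-like cells with an *Irf4* UMI, against 1.08% among the 1947 without and 34.8% in cluster D, which argues against doublets. By marker the shares among B cell-like cells with *Irf4* were 1.27% for *Lyz1*, 0.0553% for *Fcrls* and 0 for *Ear2*, whereas *S100a4* (37.2%) and *Napsa* (63.8%) were also common in B cell-like cells without *Irf4*, at 26.6% and 62.6%. Scrublet called 13 of the 1808 cells and 6 of the 1947 as doublets. The *Irf4* level was 934 CPM (889–981) in the cluster led by *Egr4* and *Egr3*. In the cluster led by *Wnt1* it was 399 CPM (387–411), against 399.7 CPM in cluster D (371–430.3). Free RNA from cluster D would stay below the level of its source, so these levels also argue against it in those clusters. Of the explanations considered, expression in the B cell-like cells themselves is left. Why *Irf4* differs between the B cell-like clusters was not tested.

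Transcripts of genes on the Y chromosome, which the paper does not report on, were present in every library. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 6119 UMIs together over the kept cells, and 49.9% of cells had at least 1 of them. By library the share of cells ran from 43.4% to 56.3% with a median of 49.1%. If reads shared with the X copies in female cells gave these UMIs, *Xist* would be found as well, but *Xist* had 1 UMI over all 7665 kept cells, which argues against that explanation. The values are consistent with male mice in all 6 pools. Neither the sample labels nor the paper's text gives the sex of the mice, and a small number of female cells in a pool is not excluded.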

How the results depend on the processing

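Leaving out each library and pairing within libraries were chosen only after the results were seen, and the other alternatives were set in advance. Over those 12 alternatives, 26 results gave 228 values. Of these, 175 kept their sign and stayed within the main value's interval (or within 1.5 times it for a count), 39 kept their sign and moved outside it, and 14 of the 149 signed values changed sign, whether inside that interval or not. Every change of sign was in a list median. The ratios of *Klf2*, *Timd4*, *Mertk*, *Gata6*, *Irf4*, *Il1b*, *Il6* and *Tnf* kept their direction under all 9 alternatives run for each. The *Timd4* ratio stayed between 1.00 and 1.31, that of *Mertk* between 0.77 and 0.99 and that of *Gata6* between 1.13 and 1.33. Wider ranges were those of *Klf2* (1.65 to 2.40), *Irf4* (2.23 to 4.38), *Il1b* (1.18 to 2.10), *Il6* (1.502 to 2.34) and *Tnf* (2.18 to 3.26).

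Log-normalized counts with no integration moved the most values. There the clusters that best overlapped A, C and E did so only in part (Jaccard indices of 0.419, 0.357 and 0.345), with 469, 732 and 587 cells against 869, 572 and 330. Cluster E held 18.3% of the macrophage and DC cells (10.4% in the main setting), cluster A 34.3% of the *Gata6* UMIs (48.4%) and cluster D 62.2% of the *Irf4* UMIs (69.5%), with an *Irf4* UMI in 40.6% of cluster D cells (46.5%). The *Klf2* ratio was 1.65 (2.25) and the *Il1b* ratio 1.18 (1.93). List medians were 0.86 for phagosome and actin (0.65) and 3.02 for antigen presentation (2.64), and changed sign for the LPS, NF-κB and TNF response (−0.029, from 0.28), cell death (0.0044, from −0.04), chemotaxis (0.10, from −0.03) and cell proliferation (0.066, from −0.53). The cause was not tested.

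With at least 1000 genes per cell, the B cell-like share was 51.6% (49.0%), the share of B cell-like cells with an *Irf4* UMI 51.6% (48.1%), and the share of *Irf4* UMIs in cluster D 65.8%. Oxidative phosphorylation was at 0.40 (0.32) and chemotaxis changed sign to 0.23. With at least 200 genes and no other filter, the *Il1b* ratio was 1.87, and cell death (0.00095) and chemotaxis (0.046) changed sign. At a resolution of 0.4 chemotaxis was 0.070. At a resolution of 1.0, cluster D was divided, and the part matched to it held 25.2% of the *Irf4* UMIs, with a UMI in 32.5% of its cells. That part had 274 cells, and the other *Irf4* UMIs of cluster D lie in its cells outside it. Oxidative phosphorylation was then 0.41 and chemotaxis 0.27. With the reported genes kept in the features, cell proliferation was 0.035. With called doublets left out, cluster E held 12.0% of the cells, the *Il1b* ratio was 1.85 and antigen presentation 2.97. With the mean of each cell's CPM the *Il1b* ratio was 2.10. Limiting lists to genes with at least 50 CPM changed the sign of cell death (0.15), chemotaxis (0.076) and cell proliferation (0.53), and taking all genes with at least 1 count changed that of chemotaxis (0.013). The cause was not tested for these, except that fewer or more genes enter under the last pair of limits. Thinned to 1500 UMIs per cell, *Irf4* was found in 26.1% of B cell-like cells and 32.5% of cluster D, since fewer UMIs are read per cell.

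With each library left out in turn and the clusters kept, the ratios of these 8 genes kept their direction. They ran from 1.04 to 1.36 for *Timd4*, 1.08 to 1.35 for *Gata6* and 1.83 to 2.01 for *Il1b*. Antigen presentation ran from 2.39 without number 4 to 3.27 without number 1, and cell proliferation from −0.84 without number 1 to −0.36 without number 6. Cell death (−0.063 to 0.033) was above 0 without number 1, 3, 4, 5 or 6, and chemotaxis (−0.13 to 0.087) without number 2, 3 or 6. Of 90 such values, 71 kept their sign within the main interval, 11 kept their sign outside it and 8 changed sign.

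Clusters were also compared within each library, paired by library, which was likewise chosen after the results were seen. *Klf2*, *Timd4*, *Gata6*, *Irf4*, *Il1b*, *Il6* and *Tnf* were higher in their cluster in 6 of 6 libraries, and *Mertk* in 5 of 6 (−0.64 in number 3). The median over libraries was 2.03 for *Il1b*, 3.77 for antigen presentation (1.87 to 5.15), 0.059 for cell death and 0.089 for chemotaxis, the last pair with a changed sign.

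The medians of the cell death and chemotaxis lists therefore have no settled direction, and those of cell proliferation and of the LPS, NF-κB and TNF response depend on the genes or clusters used. Depth limits the rarer transcripts and the small clusters. *Mertk* had as few as 10 UMIs in the LPM-like cells of a library, and clusters F and G held 60 and 49 cells.

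Between conditions, no paired analysis was possible because the library numbers were not matched to conditions. Also not run, because they compare conditions, were diffusion pseudotime against a principal curve, the limit of 100 CPM for the spread of log2 ratios, and the windows around *Mertk*.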

Differences from the paper's values

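The count of cells is the only stated value with a counterpart computed here, since the others are for single conditions or for the paper's own clusters. The paper gives 7674 cells in all, beside 7665 here, 7738 with at least 200 genes and no other filter, and 6434 with at least 1000 genes. The statements below concern clusters that the paper built with its own assignments, some of them on control *Mertk*+/+ cells alone, whereas the clusters here come from the pool of 6 libraries with both genotypes and all time points.

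The paper states that *Gata6* is expressed in no subset other than F4/80+ MHCII LO MΦs. Here no cluster was given that name. *Gata6* had a UMI in 37.9% of cells of cluster A, and also in 28.2% of cluster E, 27.7% of cluster B and 8.92% of cluster C, while B cell-like and T cell-like cells had none. Cluster A held 48.4% of the *Gata6* UMIs, between 34.3% and 51.1% under the alternatives set before the data were examined, so none of them placed *Gata6* in a single cluster.

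The paper places *Timd4* among the genes enriched in its 3 F4/80+ clusters. Here the DC-like cluster F had the highest level, 129 CPM (89.1–182) from 33 UMIs in 13 cells, against 70.7 CPM in cluster A. The share of cells with a *Timd4* UMI did not separate them, at 21.7% in F (12.1–34.2%) and 20.1% in A (17.5–23.0%).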

Other observations

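The tests of a single library for cluster B, and of RNA from B cells and of a strain variant for *H2-Ab1*, were chosen only after the results were seen. The pairs of clusters in which gene lists were compared were also chosen after the clusters had been seen, and so was leaving out each library.

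Gene lists were compared between pooled clusters as a description of these libraries. The list for response to LPS, NF-κB and TNF had a median log2 ratio of 0.28 in cluster E over cluster A (0.15–0.51), with 41 of 56 genes higher, at a percentile of 100 among random lists. Cluster E is partly defined by genes induced along with this list. The phagosome and actin cytoskeleton list was at 0.65 in cluster C over cluster A (0.52–0.72, 75 of 84 genes, percentile 100). For positive regulation of cell death in the same pair it was −0.04 (−0.17 to 0.15, 31 of 64 genes), at a percentile of 0.45, since random lists had a median of 0.15. In cluster D over cluster A, antigen presentation on MHCII was at 2.64 (0.96–2.92, 9 of 9 genes, percentile 100). Without the library numbered 1 it was at 3.27, and the cause of this shift was not tested. In the same pair, oxidative phosphorylation was at 0.32 (0.22–0.39, 62 of 76 genes, percentile 94.8). Chemotaxis and migration was at −0.03 (−0.32 to 0.55, 29 of 60 genes, percentile 10.6) and cell proliferation at −0.53 (−0.81 to −0.07, 14 of 44 genes, percentile 0.01). The paper's own pathway enrichments are for single conditions, which were not separated here.

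The simulated lists with no change reached percentiles from 0.17 to 98.2, for cluster D over cluster A, which includes those of chemotaxis and oxidative phosphorylation. No such lists were simulated for the other pairs of clusters.

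By library number, from 1 to 6, macrophage and DC cells made up 44.9%, 30.8%, 23.8%, 53.8%, 39.3% and 50.5% of the kept cells. Among them, cluster A held 39.9%, 37.2%, 16.1%, 25.8%, 26.7% and 14.3%, and cluster D 10.1%, 8.67%, 24.7%, 9.03%, 8.53% and 28.0%. In LPM-like cells (clusters A, B and E) *Il1b* was at 1543, 1101.5, 1736, 817, 688 and 452 CPM, *Tgfbi* at 31.1, 37.4, 31.4, 56.2, 54.4 and 149 CPM, and *Mertk* at 21.8, 37.4, 11.2, 22.3, 36.0 and 35.0 CPM, from 79, 58, 10, 58, 37 and 34 UMIs. *Mertk* UMIs were thus found in every library, although *Mertk*-/- mice gave cells to some of them, and a UMI at the 5′ end does not show that a whole transcript is made. Differences between libraries in depth, cell mixture, genotype and time were not separated, since the numbers were not matched to conditions.

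*H2-Ab1* in LPM-like cells was at 791 CPM (763–821), 726 (684–769.9), 517 (471–567), 99.0 (87.3–112), 118 (97.6–140.5) and 76.1 CPM (59.7–95.5) in the libraries numbered 1 to 6, a range of 10.4-fold. The other MHCII genes had ranges of 13.9-fold (*H2-Aa*), 10.7-fold (*H2-Eb1*) and 10.9-fold (*Cd74*) in these cells. RNA from B cells in the droplets would bring B cell markers with it. From the share of 10 B cell markers found in LPM-like cells, it accounts for 37.4, 68.0, 16.6, 18.4, 26.2 and 27.1 CPM, so at most 68.0 CPM in a library, which argues against it as the source of the difference. A strain variant that changes how reads map would act in every cell type, but in B cell-like cells *H2-Ab1* had a range of only 1.13-fold (1206, 1353, 1219.9, 1319, 1301 and 1359.7 CPM), and in cluster D it had 1.55-fold (3250.2, 2543, 3822, 2924, 3201 and 3938 CPM). T cell-like cells had 501, 336, 326, 199, 477 and 767 CPM, a range of 3.86-fold in another order. The values lie at 517 CPM or above in numbers 1, 2 and 3 and at 118 CPM or below in numbers 4, 5 and 6. Each time point has 2 libraries, so whichever numbers are paired, at least 1 time point holds a library from either side, and time with ACs alone does not account for the pattern. Genotype, differences between the pools of mice and RNA from other cells than B cells stay open and were not tested. On genotype, the paper reports higher MHCII expression in *Mertk*-/- than in *Mertk*+/+ LPMs at steady state. Whether the libraries divide by genotype cannot be said here, since their numbers were not matched to conditions.

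The 10 leading genes of cluster B were *Trib3*, *Pomk*, *Herpud1*, *Sesn2*, *Tox2*, *Hspa5*, *Fam198b*, *Thbd*, *Ddit3* and *Slc7a5*. The largest share of its cells from 1 library was 27.0%. Integration aligns the libraries before clustering and so tends to mix them, and cluster B was not matched without integration. This share therefore cannot exclude a single library as the source of the pattern. Damaged cells cannot be told apart from intact ones here. The median mitochondrial share was 2.495% in cluster B and 2.57% in clusters A and E together, which speaks against damage, but the median depth was lower as well, 4266 against 5064 UMIs, and the cells had been filtered on mitochondrial share. No biological explanation was tested.

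Cluster G, with 49 cells from all 6 libraries, had the highest *Il1b* level of the macrophage and DC clusters (4076 CPM), with *Ms4a4c*, *Ly6c2* and *Treml4* among its leading genes and 42.9% of its cells holding an *Itgax* UMI. What kind of cell it holds was not tested, and no biological explanation was tested.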
